A study of Mus musculus with 4 samples. Its data were reported in "Mixed effects of complement in a chronic murine model of inflammatory erosive arthritis and pulmonary vascular disease" (2026).

How the data were processed

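Single-cell suspensions of lung and of synovium were profiled by droplet-based 3' RNA sequencing (10x Genomics) in mice that carry a human TNF transgene (TNF+) and in littermates without it (TNF-). All mice were female and 4 months old. Tissue was pooled by genotype before capture, from 3 to 5 mice per group for lung and from 5 to 10 for synovium. The data therefore hold 4 libraries, 1 per genotype and tissue, and no replicates. No p-value, standard error or number of changed genes is given for this reason.

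The authors deposited UMI counts per gene and cell, without normalization, as made by the count step of Cell Ranger at default settings, per the file headers and the study's methods. Reads were aligned to the 10x mouse reference of build GRCm38, and the matrices hold only the barcodes called as cells. Intronic reads are counted by default in the Cell Ranger version used. Each matrix lists 32285 genes, of which 32235 were found by identifier in the GENCODE vM21 annotation of the same build. That annotation gave the gene positions. The human transgene is not in the reference, so transgene expression itself was not measured. No deposited file assigns cells to types.

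The comparisons, the filters, the clustering settings, the cell type markers, the alternatives and the rule for named genes were fixed before the data were examined. Cells were kept with 200 to 5000 detected genes and at most 20% mitochondrial UMIs, the limits of the study. This kept 6998 of 8555 barcodes in the TNF- lung, 9174 of 11243 in the TNF+ lung, 6200 of 6899 in the TNF- synovium and 3152 of 4246 in the TNF+ synovium. The limit on mitochondrial UMIs was exceeded by 17.6% of barcodes in the TNF+ synovium and by 3.78% in the TNF- synovium. Doublets were not removed beyond the upper limit on genes. As an alternative, the cells with the highest Scrublet scores were removed, 0.8% of cells per 1000 barcodes of the library. That removed 479 and 825 cells from the TNF- and TNF+ lung, and 342 and 107 cells from the TNF- and TNF+ synovium. The automatic Scrublet threshold called only 6 cells (0.19%) in the TNF+ synovium and was not used.

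The libraries of each tissue were clustered together. Each cell was scaled to 10000 UMIs and log-transformed, and 2000 variable genes were chosen with the complement list left out. Next came 30 principal components, 20 nearest neighbours, a shared-neighbour graph and Leiden clustering at resolution 0.8. Harmony, which the study used to integrate libraries, was not available, so clustering of each library by itself served as the check on library effects. The synovium gave 28 clusters and the lung 35. In 11 clusters of the synovium and 12 of the lung, over 90% of the cells came from 1 library. Such a cluster may reflect that library rather than a cell type.

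Clusters were named from 356 marker genes of 18 cell types, none of them a gene reported for its own sake by the study. A name needed at least 5 markers that were 2-fold above the other clusters and detected in at least 10% of the cluster. A cluster stayed unnamed if another broad class had more markers among its top 10 genes. It also stayed unnamed if its median UMI count was under 1/3 of that of its own library with no marker among those genes. The thresholds of 5 markers and 2-fold were set after the data were seen. They left 5.11% of TNF- and 6.47% of TNF+ synovial cells unnamed, and 0.243% of TNF- and 0.687% of TNF+ lung cells. Each class name stands for cells like that class. Myeloid covers neutrophils, macrophages or monocytes, dendritic cells, and mast cells or basophils. Lymphocyte covers T, B or plasma, and NK or innate lymphoid cells. Mesenchyme covers fibroblasts and mural cells. Immune or acute-phase genes led some named clusters: Saa3, Hp and Cxcl5 were among the top 10 genes of a synovial cluster named fibroblast, and Saa3 among those of a lung fibroblast cluster. A difference from the study's cell types may come from these rebuilt names.

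UMIs of each gene were summed over the cells of a library, or over the cells of 1 class with at least 50 cells in each library, and divided by the summed UMIs of all genes and expressed as CPM. CPM carries an exact Poisson interval, a share an exact (Clopper-Pearson) binomial interval, and a log2 ratio of TNF+ over TNF- a conditional binomial interval. A difference between shares carries a Newcombe interval. All intervals are at 95% and cover counting error only: they hold neither the variation between mice nor that between library preparations. Intervals on summed UMIs also leave out the variation between cells, because each UMI counts as independent. In TNF- synovial B cells and plasma cells, for example, all 24 C1qa UMIs came from 1 of 62 cells. Intervals of such sums can be too narrow. A ratio against a count of 0 was computed against a floor of 3 UMIs and is a lower bound.

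For shares of cells with a UMI, each cell was thinned at random to 1000 UMIs and shallower cells were left out. The complement list of 52 genes was summarised by the median log2 ratio of its members with at least 20 UMIs over both libraries. That median was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. Genes are not replicates, so this percentile describes these libraries only.

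Named genes follow a fixed rule. It covers 9 genes from the study's text (C3, Cfb, C1qa, Itgam, C3ar1, C5ar1, Cr2, Acp5 and Ctsk) and the 3 highest and 3 lowest members of the complement list with at least 50 UMIs. It also covers the 5 highest and 5 lowest log2 ratios among genes with at least 200 UMIs in the largest class and in the myeloid class of each tissue. For this ranking 0.5 UMIs were added to each count. Mitochondrial, immunoglobulin, T cell receptor and haemoglobin genes were left out of the ranking by size. The largest class by cells was mesenchyme in the synovium and myeloid in the lung, so the lung has 1 such ranking. Mouse Tnf, Xist and Y-linked genes checked the labels. Genes named outside the rule were chosen after their values were seen.

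The computation was tested on simulated counts. For the whole synovium (17935 genes) the direction of 200 of 200 changed genes was recovered, and the interval held the true ratio for 97.0% of them and for 96.2% of 2000 unchanged genes. For the whole lung (19047 genes) these values were 199 of 200, 95.5% and 95.6%. The simulated UMIs were independent draws, so this coverage cannot show the effect of UMIs that cluster in cells. A simulated list with no change lay at percentile 35.0 in the synovium and 89.8 in the lung, and a raised list at 100 in both.

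The alternatives were removal of doublets, no filter on cells, and a stricter filter (at least 500 genes, at most 10% mitochondrial UMIs, no upper gene limit). Others were resolutions of 0.4 and 1.5, separate clustering of each library, and the complement list allowed among the variable genes. Scaling was varied by weighting each cell equally and by a median-of-ratios factor over genes with at least 50 UMIs in each library. Minimum UMIs of 5 and 100 for the list, thinning to 500 and 2000 UMIs or none, and myeloid subtypes alone were also tried. After the data were seen, 3 alternatives were added: the gene Gm42418 left out of the CPM denominator, fibroblast clusters alone, and cells with at least 1000 UMIs. Gm42418 overlaps ribosomal RNA sequence and took 10.1% and 6.87% of UMIs in the TNF- and TNF+ synovium, against 0.751% and 1.06% in the lung. Added marker lists covered mammary gland (13 genes), epidermis or hair follicle (10), lung epithelium (4), osteoclast (8) and synovial fibroblast (5). The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2 and matplotlib 3.10.9.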

Results

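Cells from the lung and the synovium of TNF+ mice and of TNF- littermates were compared within each tissue. TNF+ mice carry a human TNF transgene and serve as a model of inflammatory arthritis with pulmonary vascular disease. Each of the 4 groups (TNF- lung, TNF+ lung, TNF- synovium, TNF+ synovium) was represented by 1 library from pooled mice, so none of the differences below has a replicate check. The libraries held 96120328 UMIs (TNF- lung), 155989523 (TNF+ lung), 90427403 (TNF- synovium) and 48454234 (TNF+ synovium) before filtering. Kept cells had a median of 7137 UMIs in the TNF- lung, 8403 in the TNF+ lung, 12492 in the TNF- synovium and 8728.5 in the TNF+ synovium.

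The labels were checked first. Mouse Tnf was at 35.2 CPM (95% interval 33.6 to 36.8) in the TNF- lung and 113 CPM (111 to 115) in the TNF+ lung. In the synovium it was at 16.8 CPM (15.9 to 17.7) in the TNF- and 75.1 CPM (72.1 to 78.1) in the TNF+ library. Xist lay between 432 and 762 CPM in the 4 libraries. None of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had more than 12 UMIs in a library.

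The make-up of each tissue was compared first, since it enters every value for a whole tissue. In the synovium, mesenchyme made up 57.8% (56.6 to 59.1) of 6200 TNF- cells and 18.5% (17.1 to 19.9) of 3152 TNF+ cells. Myeloid cells made up 10.0% (9.26 to 10.8) and 38.6% (36.9 to 40.3), a difference of 28.6 percentage points (26.7 to 30.5). The alternative that moved this difference most was no filter on cells, which gave 19.2 points. Endothelium rose from 11.5% to 16.9% of synovial cells, while muscle cells made up 9.03% of TNF- and 0.698% of TNF+ cells. Epithelium made up 0.0484% (3 cells) of the TNF- and 5.71% (180 cells) of the TNF+ synovium and was left out of comparisons within classes, but not of those of whole tissues.

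In the lung, myeloid cells made up 15.4% (14.5 to 16.2) of 6998 TNF- cells and 54.3% (53.3 to 55.4) of 9174 TNF+ cells. Endothelium made up 32.5% (31.4 to 33.6) and 4.33% (3.92 to 4.76), a difference of -28.2 points (-29.3 to -27.0). The share of lymphocytes was 35.1% in both libraries. Mesenchyme changed from 8.12% to 2.31% and epithelium from 5.09% to 1.73%. Endothelial and mesenchymal cells of the TNF+ lung were shallow, with medians of 777 and 790 UMIs, against 5627 and 6451 in the TNF- lung. A cluster named macrophage or monocyte, with 925 TNF+ and 49 TNF- cells, was shallow too. Its cells held, at the median, 0.097 of the median UMIs of their own library. Part of the myeloid share of the TNF+ lung rests on these cells.

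**Figure D1:**
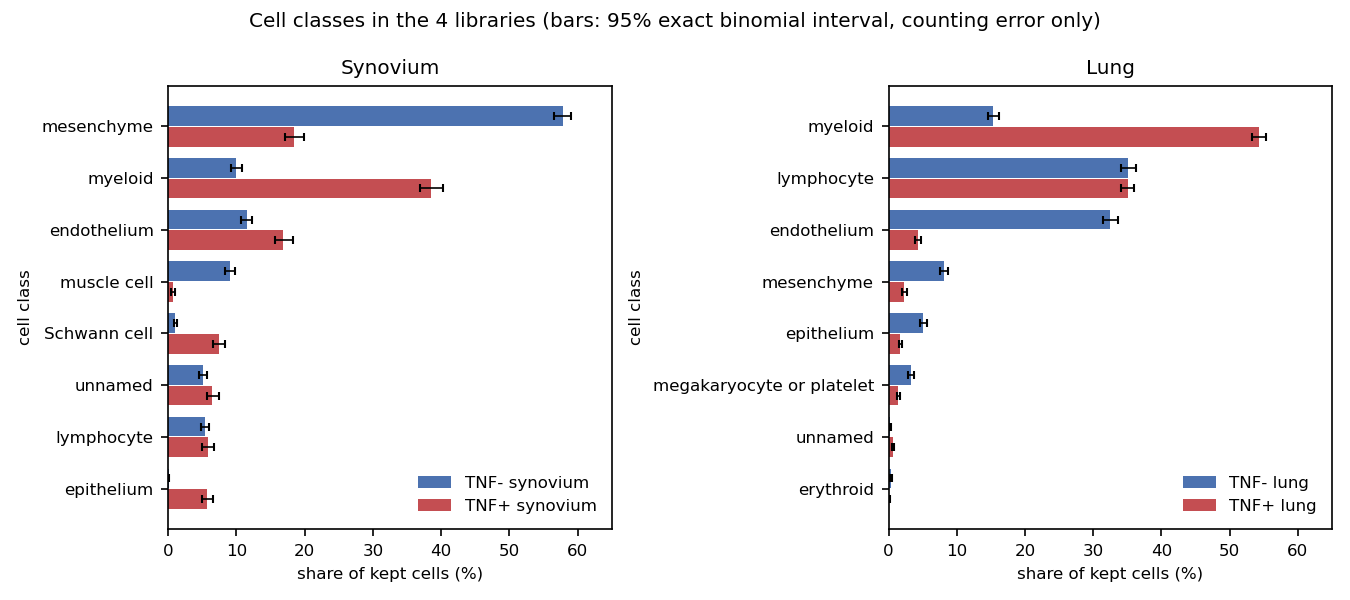
Share of kept cells (x axis, percent) in each cell class (y axis) of the TNF- (blue) and TNF+ (red) libraries of synovium and lung, with 95% exact binomial intervals that cover counting error only. Myeloid cells make up 38.6% of the TNF+ synovium and 54.3% of the TNF+ lung, against 10.0% and 15.4% in the TNF- libraries.

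The genes of the study were C3 (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136), Cfb (ENSMUSG00000090231, chromosome 17, 34856374 to 34862518), C1qa (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803) and Itgam (ENSMUSG00000030786, chromosome 7, 128062640 to 128118491), all on GRCm38. The receptors were C3ar1 (ENSMUSG00000040552, chromosome 6, 122847138 to 122856161), C5ar1 (ENSMUSG00000049130, chromosome 7, 16246743 to 16259540) and Cr2 (ENSMUSG00000026616, chromosome 1, 195136811 to 195176716). The osteoclast marker genes were Acp5 (ENSMUSG00000001348, chromosome 9, 22126727 to 22135711) and Ctsk (ENSMUSG00000028111, chromosome 3, 95499256 to 95509362). Counts cover the whole gene, exons and introns. Annotated genes that overlap C3, Cfb or Itgam on the same strand were not counted in these files.

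The study asked which cells express complement genes. In the TNF- synovium, mesenchyme held 97.1% (97.0 to 97.3) of 65057 C3 UMIs. In the TNF+ synovium it held 84.1% (83.7 to 84.5) of 29913, and myeloid cells held 13.9% (13.5 to 14.3). The alternative that moved the TNF+ value most was the stricter filter on cells, at 18.0%, because a fibroblast-like cluster then stayed unnamed and unnamed cells held 70.1% of the C3 UMIs. C3 in synovial mesenchyme was at 1222 CPM (1212 to 1231) in the TNF- and 3763 CPM (3716 to 3810) in the TNF+ library. In synovial myeloid cells it was at 59.3 CPM (54.6 to 64.3) and 250.3 CPM (243 to 258). Lymphocytes were at 51.2 and 17.0 CPM and endothelium at 76.1 and 38.1 CPM. By UMIs per cell, TNF- myeloid cells lay above these classes, at 0.960 (0.884 to 1.04) against 0.619 (0.538 to 0.709) in lymphocytes and 0.367 in endothelium, so how far the TNF- value exceeds free RNA depends on the measure. Mesenchyme also held 97.3% (96.7 to 97.8) and 82.7% (81.2 to 84.1) of Cfb UMIs in the TNF- and TNF+ synovium, at 73.5 and 337 CPM.

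In the lung, mesenchyme held 60.7% (59.1 to 62.3) of 3589 C3 UMIs in the TNF- library and 5.84% (5.57 to 6.13) of 26913 in the TNF+ library. The share of myeloid cells was 26.3% (24.9 to 27.8) and 86.5% (86.1 to 86.9). By CPM, C3 was nevertheless highest in mesenchyme in both libraries, at 537 and 2743 CPM. It was at 92.3 CPM in TNF- and 485 CPM in TNF+ myeloid cells, and at 78.6 and 626 CPM in epithelium. Of Cfb UMIs, myeloid cells held 63.1% (58.8 to 67.2) in the TNF- and 88.5% (87.4 to 89.6) in the TNF+ lung, at 32.7 and 59.1 CPM. Cfb was at 35.0 and 141 CPM in lung mesenchyme and at 3.01 and 26.6 CPM in endothelium. In epithelium its 1 and 50 UMIs gave 0.283 and 50.9 CPM, a log2 ratio of 7.49 (4.95 to 12.82).

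Free RNA limits what low values in other lung classes show. C1qa, of which myeloid cells held 98.3% of UMIs in the TNF- lung, gave about 0.01 UMIs per lymphocyte, endothelial or mesenchymal cell there (0.0134, 0.0101 and 0.0106). In the TNF+ lung it gave 0.514 UMIs per lymphocyte, 0.418 per endothelial cell, 0.410 per mesenchymal cell, 0.377 per epithelial cell and 0.424 per megakaryocyte or platelet. C3 in the TNF+ lung gave 0.362 UMIs per lymphocyte, 0.432 per megakaryocyte or platelet and 0.383 per endothelial cell. The C3 level of endothelium, 5.38 CPM in the TNF- and 101 CPM in the TNF+ lung, was therefore within this background per cell. Epithelium and mesenchyme, with 3.87 and 7.42 C3 UMIs per cell, lay above it. Cfb in the TNF+ lung gave 0.0578 UMIs per lymphocyte and 0.0379 per megakaryocyte or platelet. Above these lay 0.101 (0.0720 to 0.137) per endothelial, 0.314 per epithelial and 0.382 per mesenchymal cell.

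**Figure D2:**
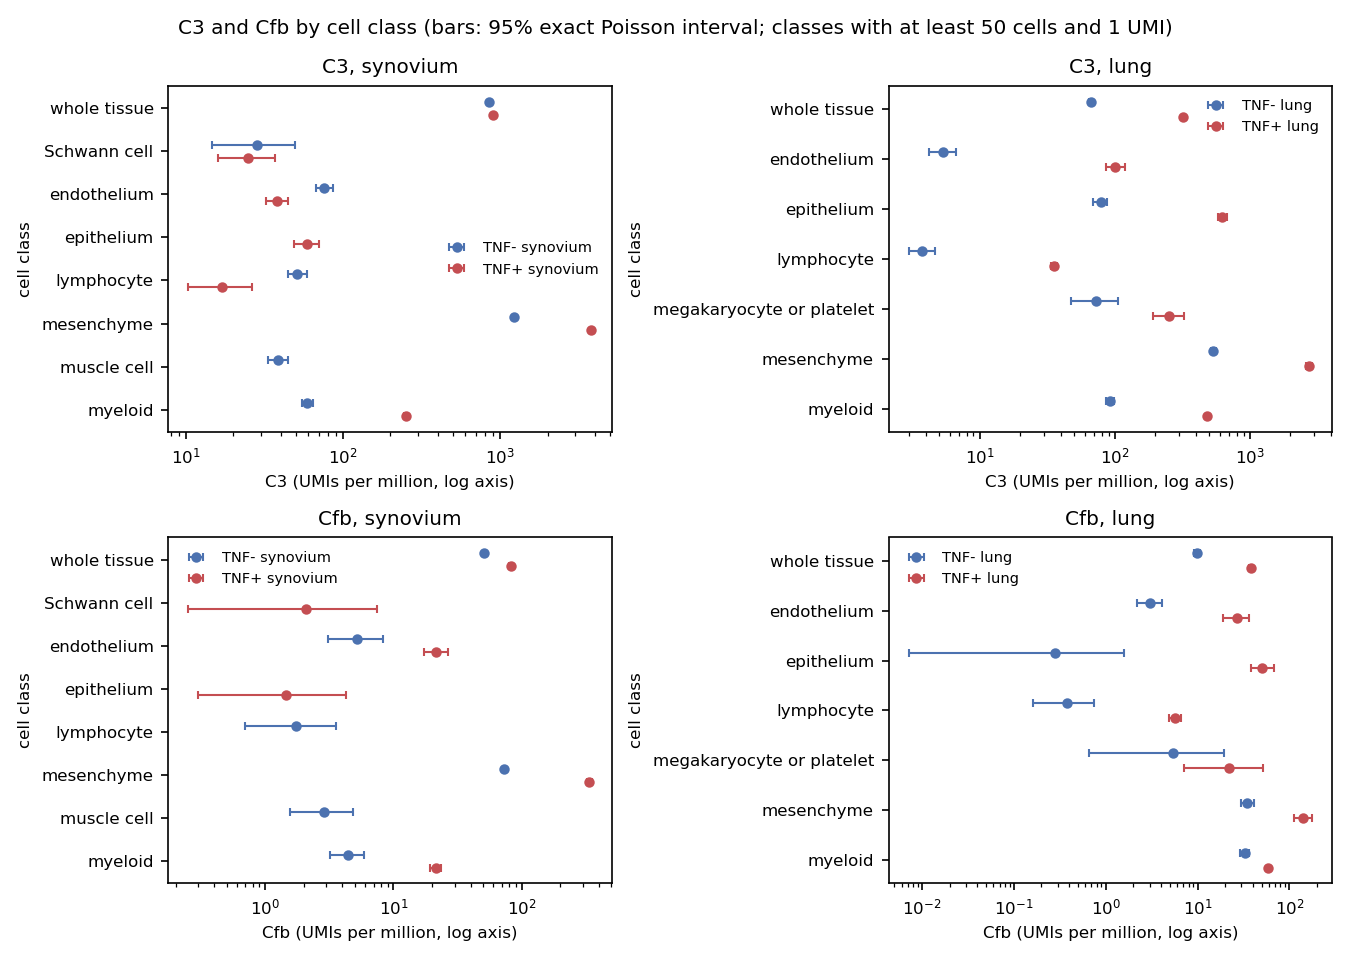
C3 (top) and Cfb (bottom) in CPM (x axes, logarithmic) by cell class (y axes) in the TNF- (blue) and TNF+ (red) libraries of synovium (left) and lung (right), with 95% exact Poisson intervals. C3 is highest in mesenchyme in all 4 libraries, at 1222 and 3763 CPM in the TNF- and TNF+ synovium and 537 and 2743 CPM in the TNF- and TNF+ lung.

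**Figure D3:**
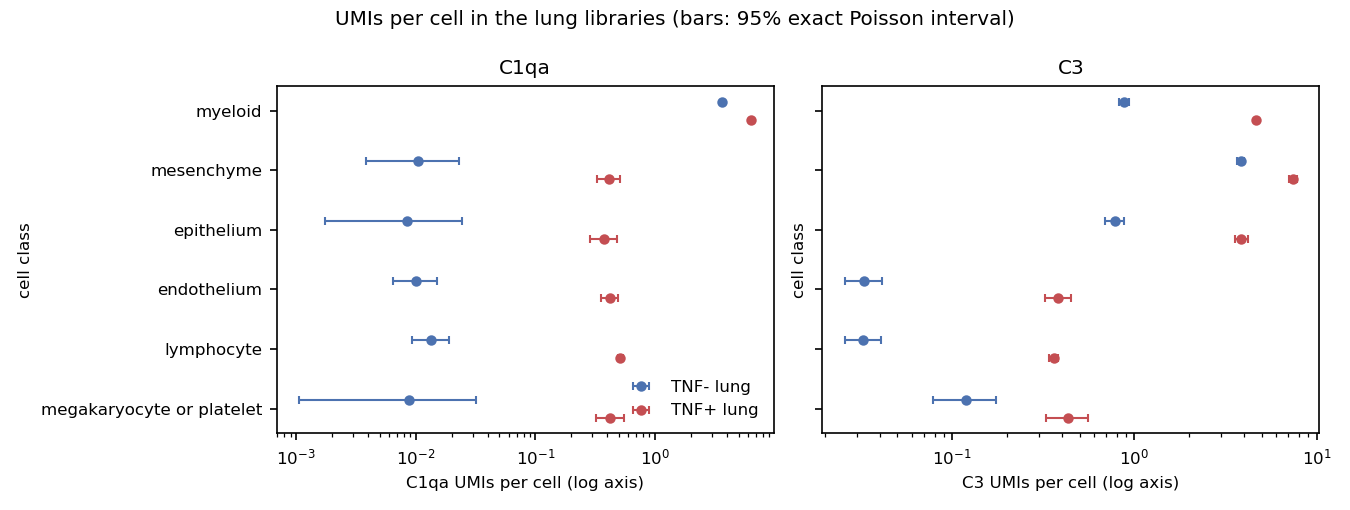
UMIs of C1qa (left) and C3 (right) per cell (x axes, logarithmic) by cell class (y axis) in the TNF- (blue) and TNF+ (red) lung libraries, with 95% exact Poisson intervals. C1qa lies between 0.377 and 0.514 UMIs per cell in every non-myeloid class plotted for the TNF+ lung.

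Myeloid cells held 96.1% and 99.6% of C1qa UMIs in the TNF- and TNF+ synovium, and 98.3% and 93.4% in the lung. They held 86.4% and 95.2% of Itgam UMIs in the synovium and 77.1% and 94.4% in the lung. Within myeloid cells C1qa was at 283 and 427 CPM in the synovium and at 384 and 655 CPM in the lung.

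The next question was how far these genes differed between genotypes in a whole tissue. In the synovium the log2 ratio of TNF+ over TNF- was 0.08 (0.06 to 0.10) for C3, from 854 to 905 CPM. The alternative that moved it most was median-of-ratios scaling, at 0.15. Cfb had a log2 ratio of 0.69 (0.62 to 0.76), C1qa 2.47 (2.41 to 2.53), Itgam 2.37 (2.30 to 2.44), C3ar1 3.08 (2.93 to 3.22) and C5ar1 2.45 (2.35 to 2.56). Acp5 had 4.13 (3.97 to 4.28) and Ctsk 1.83 (1.79 to 1.88). Both describe kept cells only. Barcodes over the gene limit held 15153 Acp5 and 32498 Ctsk UMIs in the TNF+ synovium, against 45 and 827 in the TNF- synovium. Cr2 rested on 66 and 16 UMIs, of which B cells and plasma cells held 20 and 12, and had -0.84 (-1.73 to -0.03).

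In the lung, C3 rose from 66.7 to 319 CPM, a log2 ratio of 2.26 (2.21 to 2.31), and Cfb from 9.87 to 38.0 CPM, a log2 ratio of 1.94 (1.81 to 2.08). C1qa had 2.43 (2.38 to 2.47), Itgam 1.61 (1.56 to 1.66), C5ar1 1.79 (1.72 to 1.86) and C3ar1 0.76 (0.60 to 0.92). The remaining log2 ratios were 0.40 (0.31 to 0.49) for Cr2, 0.38 (0.32 to 0.45) for Acp5 and 0.64 (0.52 to 0.76) for Ctsk. The median log2 ratio of 14768 genes in the whole lung was -0.26, and relative to it C3 rose by 2.52 and Cfb by 2.20. In the whole synovium this median was -0.06.

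Comparison within classes removes the difference in class make-up, but not that in the clusters of a class. Within synovial mesenchyme the log2 ratio of C3 was 1.62 (1.60 to 1.64) and that of Cfb 2.20 (2.12 to 2.27). The stricter filter on cells moved C3 most, to 1.02. A cluster with 233 TNF+ and 2 TNF- cells, named fibroblast from 12 markers of which none was among its top 10 genes, held 71.97% of the C3 UMIs of TNF+ mesenchyme, and without it the log2 ratio of C3 was 1.004 (0.97 to 1.04) in mesenchyme and 1.47 (1.43 to 1.504) in fibroblasts alone. Within each of the other 4 fibroblast clusters C3 rose, by 1.31 to 2.22, on only 21 to 77 TNF+ cells per cluster. Within synovial myeloid cells C3 had 2.08 (1.95 to 2.20), Cfb 2.28 (1.82 to 2.77), C3ar1 1.23 (1.09 to 1.38), C5ar1 0.70 (0.59 to 0.82), C1qa 0.59 (0.53 to 0.66) and Itgam 0.58 (0.50 to 0.66). Cfb in TNF- myeloid cells was at 4.38 CPM, against 5.23 CPM in endothelium, but at 0.0710 UMIs per cell, against 0.0252. C3 in TNF- synovial endothelium gave 0.367 UMIs per cell (0.324 to 0.415), below the 0.619 of lymphocytes. Schwann cells lay lower, at 0.182 (0.0939 to 0.318). By CPM endothelium lay above these classes, at 76.1 against 51.2 in lymphocytes and 28.3 in Schwann cells. Whether it exceeded free RNA in the TNF- library therefore depends on the measure and on the class taken as background. Its lower level of 38.1 CPM in the TNF+ library was for this reason not read as a change within endothelium. In the TNF+ library C3 per endothelial cell lay above lymphocytes, at 0.299 (0.254 to 0.349) against 0.109 (0.0668 to 0.169).

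The synovial myeloid class held different clusters by genotype. A macrophage cluster had 872 of 1216 TNF+ but 10 of 620 TNF- myeloid cells, and another had 108 TNF+ and 446 TNF- cells. The latter was named macrophage or monocyte, but its top 10 genes, led by Retnla, Cd209a and Mgl2, held 1 marker of that type (Mrc1) and 2 of dendritic cells (Cd209a and Mgl2). Within it the log2 ratio was 2.37 (2.05 to 2.69) for C3, 0.71 (0.59 to 0.82) for C1qa, 0.35 (0.04 to 0.65) for C3ar1 and 0.08 (-0.24 to 0.38) for C5ar1. It was 0.23 (-1.79 to 1.83) for Cfb on 18 and 4 UMIs, and Itgam fell, with -0.78 (-1.06 to -0.52). Acp5 had 0.93 (0.06 to 1.73) and Ctsk 1.95 (0.68 to 3.17) there. A further cluster, with 188 TNF+ and 89 TNF- cells, gave 1.53 (1.24 to 1.83) for C3 and -1.24 (-1.95 to -0.56) for Acp5. C5ar1 had 0.29 (-0.07 to 0.65) there. In the cluster with 872 TNF+ cells C5ar1 had -1.42 (-1.83 to -0.98), on only 10 TNF- cells. In no synovial myeloid cluster did C5ar1 rise beyond its interval. The ratios of the whole class can therefore hold both the change of clusters and the change within them. For C5ar1 and Itgam no myeloid cluster showed a rise beyond its interval. In the cluster with 872 TNF+ and only 10 TNF- cells, C5ar1 had -1.42 (-1.83 to -0.98) and Itgam 0.30 (-0.22 to 0.87). The rises of both genes in the whole class were therefore not seen within its clusters.

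Within lung myeloid cells the log2 ratio was 2.39 (2.30 to 2.49) for C3, 0.85 (0.69 to 1.02) for Cfb and 0.77 (0.72 to 0.82) for C1qa. It was 0.32 (0.27 to 0.38) for Itgam and 0.23 (0.15 to 0.30) for C5ar1, but -0.03 and -0.37 when each cell was weighted equally. Within lung macrophages and monocytes alone C5ar1 rose by 1.02 (0.91 to 1.13), from 105 to 212 CPM, and Itgam by 0.40 (0.33 to 0.46). Within lung neutrophils, 303 of 1076 TNF- and 179 of 4984 TNF+ myeloid cells, C5ar1 had 0.06 (-0.08 to 0.19) and Itgam 0.08 (-0.07 to 0.22). Across all lung myeloid cells, C3ar1 had -0.81 (-0.97 to -0.64) and Ctsk -0.55 (-0.69 to -0.40). With no filter on cells both were above 0, at 0.67 and 0.07. C3 rose in lung mesenchyme by a log2 ratio of 2.35 (2.26 to 2.45) and in lung epithelium by 2.99 (2.79 to 3.20). These ratios are of CPM, and the TNF+ cells were shallower, with medians of 790 against 6451 UMIs in mesenchyme and 2508 against 8623 in epithelium. By UMIs per cell, C3 rose less, from 3.84 to 7.42 in mesenchyme and from 0.781 to 3.87 in epithelium. Both classes also held different clusters by genotype. An epithelial cluster led by Ager had 172 TNF- and 34 TNF+ cells, and another led by Sftpa1 had 12 and 66. A mural cluster had 21 TNF- and 85 TNF+ cells. Ratios within these clusters were not computed, so the rises can hold a change of clusters.

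**Figure D4:**
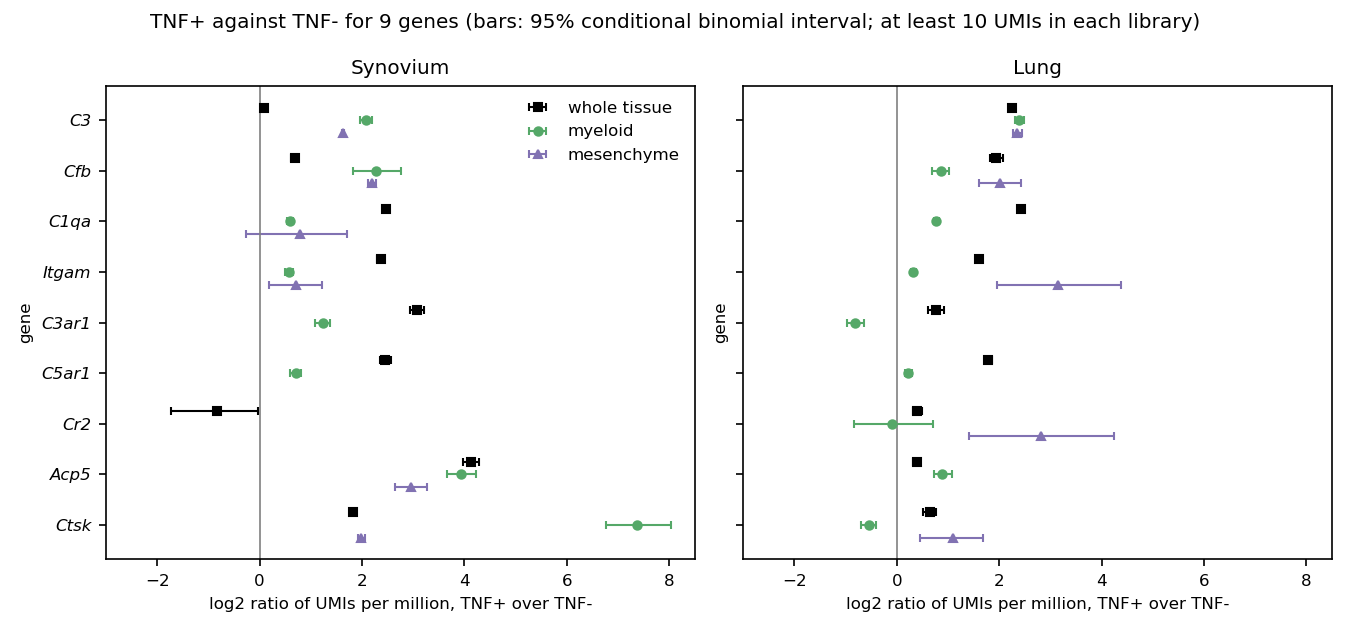
Log2 ratio of CPM, TNF+ over TNF- (x axes), for 9 genes (y axis) in the whole tissue (black squares), myeloid cells (green circles) and mesenchyme (purple triangles), with 95% conditional binomial intervals, for genes with at least 10 UMIs in each library. In the synovium C3 lies at 0.08 in the whole tissue, 1.62 in mesenchyme and 2.08 in myeloid cells.

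The study placed C5ar1 in myeloid cells, beside osteoclast genes. After thinning to 1000 UMIs per cell, 9.24% (7.07 to 11.8) of 617 TNF- and 13.3% (11.4 to 15.4) of 1174 TNF+ synovial myeloid cells had a C5ar1 UMI. Of T cells, 0.769% and 0.787% did. Without thinning the myeloid shares were 27.9% and 58.6%, at medians of 16738.5 and 13581.5 UMIs. The T cells had medians of 10310.0 and 6188 UMIs. In the lung, 18.9% (16.6 to 21.4) of 1051 TNF- and 17.5% (16.4 to 18.7) of 4385 TNF+ myeloid cells had a C5ar1 UMI after thinning, against 47.8% and 59.6% unthinned. Of lung T cells, 0 of 974 in the TNF- library, which allows a share of up to 0.378%, and 0.537% in the TNF+ library did. Median UMIs were 7920 and 9021 in lung myeloid cells and 9263 and 9233 in lung T cells. Thinning left out 3 and 42 synovial and 25 and 599 lung myeloid cells.

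Ctsk was found in 0.324% (0.0393 to 1.17) of TNF- and 8.01% (6.52 to 9.71) of TNF+ synovial myeloid cells after thinning, against 3.06% and 32.6% unthinned. Of T cells, 0 of 130 in the TNF- synovium, which allows a share of up to 2.80%, and 0.787% in the TNF+ synovium had a Ctsk UMI after thinning. Acp5 was found in 1.13% (0.457 to 2.32) and 3.83% (2.81 to 5.10), against 9.84% and 20.3% unthinned. T cells had 2.31% and 3.15% after thinning and 30.5% and 16.3% unthinned, so the share of cells with Acp5 did not set myeloid cells apart from T cells. The amount did in the TNF+ synovium, where myeloid cells were at 165 CPM, against 30.4 CPM in T cells, and held 91.7% (90.7 to 92.7) of 2990 Acp5 UMIs. In the TNF- synovium they were at 10.9 CPM, against 39.8 CPM in T cells, and held 27.6% (23.2 to 32.3) of 395. By CPM within synovial myeloid cells, Acp5 rose from 10.9 to 165 (log2 ratio 3.93, 3.65 to 4.22) and Ctsk from 2.19 to 363 (7.37, 6.77 to 8.05). The synovial values and shares here describe kept cells only. The upper limit on genes removed 90 TNF+ synovial myeloid barcodes with 14870 Acp5 and 29364 Ctsk UMIs, by the classes found with no filter. Kept TNF+ myeloid cells of those classes held 2740 and 5998. Both Acp5 and Ctsk were detected in 1 of 620 TNF- and 127 of 1216 TNF+ synovial myeloid cells, and C5ar1 as well in 83 of the 127. In the lung both were detected in 65 of 1076 and 243 of 4984 myeloid cells. After thinning, Ctsk was found in 3.24% and 2.87% of lung myeloid cells and in 0.616% and 0.873% of lung T cells. Acp5 was found in 2.28% and 5.13% of lung myeloid cells, below the 15.2% and 12.96% of lung T cells.

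The complement list was then set against random lists. In the whole synovium 43 members had a median log2 ratio of -0.04, at percentile 70.9, and a minimum of 100 UMIs moved the percentile most, to 96.7. In the whole lung 40 members had a median of -0.76, at percentile 0.13. Within synovial mesenchyme 36 members had a median of 0.33 (0.28 with genes at 0 set to their bound), at percentile 100. Within synovial myeloid cells the percentile was 24.5, but 99.7 with a minimum of 100 UMIs. Within lung myeloid cells it was 98.2 (median 0.09), but 62.0 with a minimum of 5 UMIs. In synovial lymphocytes the median was -0.84 at percentile 0.07, where the median of all genes lay at 0.29. C3 UMIs per synovial lymphocyte went from 0.619 to 0.109, so a different amount of free RNA in the 2 libraries may enter that percentile. C3 per endothelial cell fell less, from 0.367 to 0.299. NK or innate lymphoid cells also went from 143 of 336 to 18 of 183 lymphocytes, and the part of each was not tested. The list values of non-myeloid lung classes, among them percentiles of 100 in mesenchyme, endothelium and epithelium, include the free RNA of the TNF+ lung.

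In the whole synovium the highest members were C3ar1, C1qc (2.48) and C1qa, and the lowest Cd55b (-3.38), Cd55 (-2.78) and C7 (-2.60). In the whole lung the highest were C1qa, C3 and C1qb (2.22), and the lowest C7 (-6.72), Masp1 (-4.50) and Vtn (-3.40). Within synovial mesenchyme the highest were Masp1 (3.05), Cfb and Itgb2 (1.95), and the lowest Cd55b (-3.80), Cd46 (-2.54) and C9, whose 51 and 1 UMIs gave -2.72 (-8.05 to -0.18). Within synovial myeloid cells Cfb, Clu (2.30) and C3 were highest, and Serping1 (-2.97), C4b (-1.84) and C1s1 (-1.59) lowest. Within lung myeloid cells C3, Cd55 (1.28) and C1s1 (1.15) were highest, and C4b (-4.74), Fcna (-4.71) and Cd59b (-2.01) lowest.

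By size of the change alone, the genes that rose most within synovial mesenchyme were Ibsp (0 to 5842 UMIs, at least 15064-fold higher), Mmp13, Hp, Cryaa (0 to 442 UMIs, at least 1139.7-fold higher) and Saa3. The 1 and 4134 UMIs of Mmp13 gave a log2 ratio of 14.96 (12.49 to 20.27). Hp had 13.93 (12.89 to 15.25) and Saa3 11.09 (10.71 to 11.51). Ibsp, Mmp13, Hp and Saa3 also lead the cluster found almost only in the TNF+ library, so their ratios may largely describe its presence, which was not tested. Ibsp is on the osteoblast marker list. The lowest were Gm17167 (809 to 0 UMIs, at least 34.9-fold lower), 1700120O09Rik (318 to 0 UMIs, at least 13.7-fold lower), 4930438E09Rik (-5.89, -8.94 to -4.03), Ngfr (-5.66, -8.71 to -3.80) and 4930404H11Rik (-5.78, -11.09 to -3.29).

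Within synovial myeloid cells the highest were Npy (0 to 394 UMIs, at least 79.5-fold higher), Ctsk, Cxcl13 (7.59, 5.73 to 10.64), Ereg (7.59, 5.10 to 12.90) and Cxcl3 (6.91, 6.26 to 7.64). The lowest were Kmo (-6.13), Nrg2 (-5.43), Egr3 (-5.27), Aldh1a2 (-5.26) and Ppp1r16b (-5.18). Within lung myeloid cells the highest were Mucl1 (0 to 704 UMIs, at least 50.1-fold higher), Cxcl13 (7.23, 6.85 to 7.63), 1700011B04Rik (6.73, 4.87 to 9.78), Pla2g2d (5.60, 4.71 to 6.66) and Cdh6 (6.03, 3.54 to 11.34). The lowest were Dnah11 (-6.14), Retnla (-5.53), Prg4 (-5.33), Acaa1b (-4.59) and Cpne5 (-4.35). Removal of doublets gave 0.35 (-1.03 to 2.07) for Prg4, a fibroblast marker.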

Values the study reported

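The study captured 5000 to 8000 cells per condition, at a depth of 50,000 reads per cell. By flow cytometry, CD45-positive, Ly6C-negative and C5aR1-positive live cells made up 5.833 ± 1.544% of the total count in the synovium of TNF+ mice.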

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

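The tests of the share of B cells for Cr2, of the filter on cells for C3ar1 and Ctsk, and of an osteoclast-like state in barcodes with over 5000 genes were chosen only after the results were seen. The reading of 4 of 8 genes as undecided, for the osteoclast list in kept cells, was also set after that count was seen.

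The log2 ratio of Cr2 fell in the whole synovium and rose in the whole lung, so that the synovium lay lower by a log2 difference of -1.24. The difference between tissues was not tested. B cells and plasma cells held 20 Cr2 UMIs in the TNF- and 12 in the TNF+ synovium, which is a log2 ratio of 0.47 (-0.70 to 1.57) per UMI of the whole library. All other cells held 46 and 4 UMIs, a log2 ratio of -2.32 (-4.25 to -0.86), so the fall lay outside B cells, which argues against their share as its cause. Without unnamed cells and all lymphocytes the log2 ratio was -2.34 (-4.68 to -0.67). Within lymphocytes it was 0.91 (-0.24 to 1.99) in the synovium and 0.45 (0.35 to 0.54) in the lung. The source of the UMIs outside B cells was not tested, the synovial values rest on 66 and 16 UMIs, and a difference between the tissues in the effect of the genotype stays open and untested.

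C3ar1 rose within synovial myeloid cells and fell within lung myeloid cells, a difference of 2.04 in log2 ratio, and Ctsk did the same with a difference of 7.92. Neither difference between tissues was tested. The filter on cells is a candidate explanation for the direction in the lung: with no filter C3ar1 rose within lung myeloid cells by 0.67 (0.55 to 0.80) and Ctsk by 0.07 (0.03 to 0.11). The upper limit on genes had removed 29.0% of TNF- and 22.1% of TNF+ lung myeloid barcodes. Ctsk with no filter was at 211 CPM in the TNF- and 221 CPM in the TNF+ lung, so most of the gap between tissues in Ctsk remained. Different myeloid cells in the class of each tissue cannot be told apart from a shared direction by these counts. C3ar1 fell by 1.01 within lung macrophages and monocytes, while the 1 and 3 UMIs in lung neutrophils gave 1.89 (-1.75 to 7.61), and synovial macrophages could not be compared alone. The synovial myeloid class also held different clusters by genotype, and within the cluster with most TNF- cells (446 TNF- and 108 TNF+, with macrophage and dendritic cell markers) the log2 ratio was 0.35 (0.04 to 0.65) for C3ar1 and 1.95 (0.68 to 3.17) for Ctsk. The tissue itself stays open as an explanation and was not tested.

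The rise of Ctsk in synovial myeloid cells was also set against RNA from fibroblasts, which express Ctsk. The transcripts Col1a1, Col1a2, Col3a1, Dcn and Lum were, at the median, at 0.138% of the level that fibroblast RNA carrying this much Ctsk would bring, which argues against free RNA or doublets with fibroblasts. All 5 are abundant in the fibroblasts of this tissue. A myeloid state with osteoclast genes cannot be told apart from a rise of a few genes: 4 of 8 listed genes (Ocstamp, Atp6v0d2, Mmp9 and Nfatc1) were higher in kept cells with both Ctsk and Acp5 than in the other myeloid cells, and Oscar and Calcr had at most 1 UMI. Cells with both genes were also deeper, with a median of 20859 UMIs against 13093.

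Epithelial cells made up 5.71% of the TNF+ synovium (180 cells), against 3 cells in the TNF- synovium, and no comparison within classes used them. They gave 6.25% of the UMIs of the TNF+ synovium and are part of its whole-tissue values. Of a list of mammary gland genes, 8 of 13 were detected in at least 10% of these cells and lay above the rest of the library, with Aldh1a3 at 802 CPM, Cited1 at 477 and Csn3 at 336. Wap and Lalba had 0 UMIs in these cells, and 6 of the 13 were at 1 CPM or more in the rest of the library. Of the epidermis or hair follicle list 2 of 10 passed, with 2 of the 10 expressed in the rest. That argues against skin carried along at dissection as the main source of these cells. The list lacks Krt14, Krt17 and Krt5, which were among the top 10 genes of a cluster with 36 of the 180 cells. For that cluster the pooled test cannot decide on skin. Of the lung epithelium list 0 of 4 passed, with 1 of the 4 expressed in the rest, which argues against lung cells mixed into this library. Mammary tissue carried along at dissection may be the source, and glandular cells of another kind were not tested. Whether the genotype changes such cells stays open and untested.

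Barcodes with over 5000 genes were removed before the comparisons. In the TNF+ synovium they held more Acp5 and Ctsk UMIs than the kept cells: 15153 against 2990 and 32498 against 9066. Their Acp5 level was 1060.4 CPM, against 3.24 CPM in such barcodes of the TNF- synovium. Of 90 myeloid barcodes among them, 72 (80.0%) had both Acp5 and Ctsk, against 125 of 1178 kept myeloid cells (10.6%), by the classes found with no filter. Acp5 in those 72 was at 4367 CPM (4297 to 4437), against 928 CPM (891 to 966) in the 125, and a doublet of kept cells would hold no more than the kept cells, which argues against doublets of them. All 8 genes of the osteoclast list were higher in the 72 barcodes than in the other myeloid barcodes of that library, although Calcr had 7 UMIs, Mmp9 is also a neutrophil marker and 6 of the 8 were above 1 CPM in the other myeloid barcodes. A candidate explanation is a myeloid state with osteoclast genes and much RNA per cell, which the upper limit on genes removed. Its link to the genotype was not tested beyond these libraries.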

How the results depend on the processing

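No paired analysis was possible because each library pooled several mice of 1 group and no label links a TNF- to a TNF+ library. Leaving out a replicate was not possible either, with 1 library per group. Of the alternatives chosen before the values were seen, synovial macrophages and monocytes alone and synovial neutrophils alone were not run, since the subtypes could not be compared or had too few cells. Median-of-ratios scaling shifts every gene of a comparison alike and cannot move a list percentile, so the list has no such value. Leaving out Gm42418, fibroblast clusters alone and cells with at least 1000 UMIs were chosen after the data were seen. Except where a cause is named, the cause of a change was not tested.

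For the 18 central results of the report, 121 alternative values were computed: 58 stayed within the 95% counting interval, 63 moved and 0 changed direction. A change of direction could be called only for log2 ratios and differences in share whose main interval left out 0. Shares and list percentiles could only stay or move. For the 230 other results, 1370 of 1886 alternative values stayed, 501 moved and 15 changed direction. Moved values not given here were most frequent with the strict filter (134), no filter (127), each library clustered by itself (49) and each cell weighted equally (49).

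With each cell weighted equally, the log2 ratio was 0.058 for C3 and 0.43 for Cfb in the whole synovium, 1.46 for C3 in synovial mesenchyme, 2.66 for C3 and 2.71 for Cfb in the whole lung, and 2.52 for C3 in lung myeloid cells. The complement list lay at percentile 91.4 in the whole synovium and 4.45 in the whole lung. Within lung myeloid cells 3 directions reversed: Itgam to -0.034, C5ar1 to -0.37 and Ctsk to 0.35. Median-of-ratios scaling gave C3 0.15 in the whole synovium, 1.71 in synovial mesenchyme and 2.52 in the whole lung, and Cfb 2.20 in the whole lung. With Gm42418 left out, C3 was at 0.035 in the whole synovium and 1.59 in synovial mesenchyme. In fibroblast clusters alone C3 was at 1.77.

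With a minimum of 5 UMIs the list lay at percentile 66.3 in the whole synovium and 0.28 in the whole lung, and with a minimum of 100 UMIs at 96.7 in the whole synovium. The share of synovial myeloid cells with C5ar1 in the TNF- and TNF+ library was 4.84% and 7.48% when thinned to 500 UMIs, 13.7% and 23.1% when thinned to 2000, and 27.9% and 58.6% without thinning, because deeper cells show more genes.

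Within the lung, macrophages and monocytes alone gave C3 2.11 and C5ar1 1.02, and neutrophils alone gave C3 2.94. In neutrophils 4 directions reversed, on few UMIs: C3ar1 to 1.89, Acp5 to -0.072, Ctsk to 0.89 and Retnla to 1.31.

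Removal of doublets moved the list to percentile 76.2 in the whole synovium, C3 to 1.66 in synovial mesenchyme and to 2.35 in the whole lung, and Prg4 in lung myeloid cells to 0.35, a reversed direction. The share of C3 UMIs was then 97.9% in mesenchyme of the TNF- synovium, and 29.2% and 87.1% in myeloid cells of the TNF- and TNF+ lung.

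With no filter on cells, Cfb was at 1.14 in the whole synovium and 2.81 in the whole lung, and C3 at 1.24 in synovial mesenchyme, 2.01 in the whole lung and 3.01 in lung myeloid cells. C3ar1 and Ctsk reversed in lung myeloid cells, to 0.67 and 0.068. The difference in share was 19.2 points for synovial myeloid cells, -25.3 for lung endothelium and, reversed, -0.316 for unnamed lung cells. Mesenchyme held 95.8% and 86.7% of C3 UMIs in the TNF- and TNF+ synovium, and myeloid cells 14.7% and 73.3% in the lung.

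With the strict filter, C3 was at 0.13 in the whole synovium, 1.02 in synovial mesenchyme, 1.97 in the whole lung and 3.01 in lung myeloid cells, and Cfb at 1.18 in the whole synovium and 2.79 in the whole lung. C3ar1 and Ctsk reversed in lung myeloid cells, to 0.66 and 0.016. The difference in share was -50.3 points for synovial mesenchyme, -22.2 for lung endothelium and, reversed, -4.47 for unnamed lung cells. Mesenchyme held 96.2% of C3 UMIs in the TNF- and 18.0% in the TNF+ synovium, because a fibroblast-like cluster stayed unnamed and unnamed cells then held 70.1%. Myeloid cells held 14.6% and 73.4% in the lung.

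With each library clustered by itself, C3 was at 1.66 in synovial mesenchyme, and the myeloid difference at 23.4 points in the synovium and 29.3 in the lung. Mesenchyme held 84.7% of C3 UMIs in the TNF+ synovium, and myeloid cells 28.1% and 84.0% in the TNF- and TNF+ lung. At resolution 0.4 the difference in unnamed lung cells was 0 points, and mesenchyme held 97.4% of C3 UMIs in the TNF- synovium. With the complement list allowed among the variable genes that share was 97.49%.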

Other observations

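The tests of class make-up for C3 and Tnf in the synovium, of the mix of fibroblast clusters for C3, of transgene reads for Tnf, of free RNA for C3 in lung endothelium, epithelium and mesenchyme, of the filter for lung endothelium, and of the myeloid share for Tnf in the lung were chosen only after the results were seen. So were the values with Gm42418 left out and the choice of Tnf levels in synovial endothelium.

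C3 barely differed between the whole synovial libraries, although it rose within mesenchyme. With the class make-up of the TNF- library and the class levels of the TNF+ library, the log2 ratio of C3 was 1.60, close to the 1.62 within mesenchyme, while the change in make-up alone gave -1.49. A smaller share of UMIs from mesenchyme may therefore offset a higher level within it. Whether that share differs because of the genotype or because of dissection and digestion stays open with 1 library per group.

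Within mesenchyme, 1 cluster led by Saa3, Ibsp, Mmp13 and Mmp3 had 233 TNF+ and 2 TNF- cells and held 71.97% of the C3 UMIs of TNF+ mesenchyme. It was named fibroblast from 12 markers, but its top 10 genes held no fibroblast marker, 1 mural marker (Postn) and 1 osteoblast marker (Ibsp), so its identity stays open. Without this cluster the log2 ratio of C3 was 1.004 (0.97 to 1.04) and that of Cfb 0.71 (0.54 to 0.86), which argues against the cluster as the whole cause of either rise. The cells left then include mural cells, which hold little C3, and in fibroblasts alone the values without the cluster were 1.47 (1.43 to 1.504) for C3 and 1.15 (0.99 to 1.31) for Cfb. Within all 5 fibroblast clusters (this one with only 2 TNF- cells) C3 rose, and the lowest rise was 1.31 (1.21 to 1.41), which argues against a different mix of fibroblast clusters alone. Every other cluster held only 21 to 77 TNF+ cells, and the lowest rise rests on 21 of them. A change of the CPM denominator by abundant reads does not account for the direction: the lower of the values under median-of-ratios scaling and with Gm42418 left out was 1.59. A higher C3 level in fibroblasts of TNF+ mice is a hypothesis, and an effect of tissue handling on the level within each cluster stays open with 1 library per group.

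C3 in the TNF+ lung appeared in every class. In endothelium it gave 0.383 UMIs per cell, between the 0.362 of lymphocytes and the 0.432 of megakaryocytes or platelets, so free RNA from myeloid cells may account for all of it. In epithelium it gave 3.87 UMIs per cell and in mesenchyme 7.42, which argues against free RNA as the whole source there. The study read C3 in lung endothelium from its own cell types, and part of the difference may come from the names rebuilt here or from how free RNA was treated. A higher level in lung epithelium and mesenchyme of TNF+ mice stays open, as does a different mix of clusters within these classes.

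Endothelium made up a lower share of the TNF+ lung. With no filter on cells it was 4.51% of TNF+ and 29.8% of TNF- barcodes, which argues against removal by the filter. Among endothelium, epithelium and mesenchyme it was 51.7% (48.1 to 55.3) in the TNF+ and 71.1% (69.5 to 72.7) in the TNF- lung, which argues against dilution by immune cells alone. Fewer or damaged endothelial cells released by digestion of that sample cannot be told apart from an effect of the genotype, since 1 digestion stands for each group. The median of 777 UMIs per TNF+ endothelial cell, against 5627 in the TNF- lung, would go with either. Of the TNF+ endothelial cells 59.7% had under 1000 UMIs, against 10.8% in the TNF- lung.

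Mouse Tnf was higher in both TNF+ libraries. Within lung myeloid cells it rose by 0.55 (0.45 to 0.65), which argues against a larger share of myeloid cells alone in the lung. In the synovium a different class make-up alone gave a log2 ratio of 1.64, below the 2.16 (2.07 to 2.26) observed. With the class make-up of the TNF- library held, the log2 ratio was 0.61, which argues against reads of the human transgene counted as mouse Tnf as the whole cause in the synovium. Tnf did not rise within synovial myeloid cells, at 94.8 CPM in the TNF- and 94.9 CPM in the TNF+ library, and fell by 0.82 within synovial lymphocytes. In synovial endothelium it rose by 2.97 (2.61 to 3.36), from 19.5 to 153 CPM, and gave 1.20 UMIs per cell against 0.164 per lymphocyte. In lung lymphocytes it rose by 1.16 (1.05 to 1.27), from 857 to 2950 UMIs, at 0.917 UMIs per TNF+ cell. For the rises within synovial endothelium, lung myeloid cells and lung lymphocytes, transgene reads cannot be told apart from expression of the mouse gene, since UMI counts hold neither reads nor the human gene. An effect of the genotype on the mouse gene stays open.

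The upper limit on genes took unequal parts of the classes. It removed 57.7% of TNF+ and 45.6% of TNF- lung epithelium and 21.3% of TNF+ synovial mesenchyme, against 6.38% of TNF- synovial mesenchyme, by the classes found with no filter. The log2 ratio of C3 within synovial mesenchyme was 1.24 with no filter, so part of the value of 1.62 could come from the removal of those barcodes.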
